A study of Mus musculus with 20 samples. Its data were reported in "Functional genomics uncovers the transcription factor BNC2 as required for myofibroblastic activation in fibrosis" (2022).

How the data were processed

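Livers of 20 adult male mice of a mixed C57BL/6 and CBA background were compared, 10 labelled WT and 10 labelled Bnc2 heterozygous. All had received for 7.5 weeks a choline-deficient, amino acid-defined diet rich in fat, sucrose and cholesterol (CDAA-HFSC), a mouse model of non-alcoholic steatohepatitis. Total RNA of each liver was hybridised to a whole-transcript mouse gene array, 1 array per mouse. The p-values of limma and of permuted genotype labels measure the spread between mice, whereas those of GSEA come from permuting genes and Fisher's exact test runs over genes.

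The deposited values are on the log2 scale. According to the methods of the study, the authors summarised the arrays with Affymetrix Power Tools by a GC correction, scaling of intensities and robust multi-array averaging at the level of core genes. The version of that tool, and the genome build and annotation release behind the mouse values, were not given in the sources used here. Scanner files were not used here. Array medians in the deposited table ran from 6.62 to 6.71. On 14 arrays, between 17 and 21 probe sets shared 1 maximum of 19.9, and 6 arrays held no value there. Values at that maximum are bounds, and 8 genes named by a single probe set reached it on at least 1 array, among them Alb, Ahsg, Hamp and B2m. The number of arrays limits the precision.

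The table held 41345 probe sets, of which 190 were controls. The platform annotation gave 1 gene for 23521 probe sets, several for 1814 and no gene name for 16010, and only probe sets with 1 gene were used. Of these, 23328 were matched by gene identifier in a reference table of the GRCm38.p6 assembly, which changed no symbol. That table served only for names and for neighbouring genes. Probe sets were averaged per symbol, which concerned 1082 of 22180 genes. No filter on dim genes was applied.

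Genotypes were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, as heterozygous minus WT, with Benjamini-Hochberg adjustment and a threshold of 0.05. There was no covariate and no replicate block. Gene lists were tested with fgsea 1.28.0 as preranked, weighted gene set enrichment analysis (GSEA) on the difference of class means, with 10000 permutations of genes. The normalized enrichment score (NES) is negative where members lie toward lower values in heterozygous mice. There were 43 own lists and 20 Reactome sets, adjusted together as 63 lists. They cover extracellular matrix (ECM), stellate and other liver cell types, immune cells, metabolism, clock, stress, stray tissue and 3 clusters of myofibroblast genes taken from the study, called A, B and C here. Of the listed symbols, 66 were matched through an older symbol in the reference table. Beside GSEA, a two-sided test permuted the genotype labels 100000 times on the mean of the members in each mouse. Further set tests were camera with a preset correlation of 0.01, camera with an estimated correlation and fry. Reactome sets of the fgsea package with 15 to 500 measured members were tested in the same way but without fry, with 20000 label permutations.

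The genes named in the text follow a rule set before the data were examined, as were the lists, the main tests and the alternatives unless stated. The rule takes Bnc2, the 8 matrisome genes that the study measured by RT-qPCR, and the 10 strongest rises and falls past the threshold among named genes at or above the median level of 6.69. Where fewer pass, genes with the smallest unadjusted p fill each side up to 10. Within each list, up to 4 members with the smallest unadjusted p are named.

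The code was tested on simulated data with the means and spreads of the 22180 genes. For the comparison of Bnc2 heterozygous with WT mice, limma recovered 68.3% of 100 genes changed by 0.5 on the log2 scale and 96.3% of 100 genes changed by 1. It made on average 8.5 false calls per simulation. All 100 simulated lists of 40 genes shifted by -0.2 were called by GSEA, and 9 of 400 unshifted ones were. Genes and lists alike had independent normal noise, unlike real genes and gene sets. The shares recovered therefore check the code and do not give the power of the comparison in these livers.

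Principal components were compared between genotypes by permuting labels. Bnc2 was set against 3 list means within each genotype by Pearson's and Spearman's correlation with permutation p, and genes within 10 and 20 Mb of Bnc2 were compared with the rest by Fisher's exact test.

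No arrays were identical, and pairwise correlations over genes ran from 0.987 to 0.994. Alternatives were a new quantile normalization, centring of arrays, a filter at the median level, the brightest probe set per gene, other priors and array weights, the replicate number as a block, the first principal component of the residuals as a covariate, leaving out each array, other rankings and other set tests. Leaving out the 4 arrays with the smallest spread of values was added after the data were seen, as were list tests with the replicate number as a block, namely a linear model of list means, an exact swap of labels within numbers, camera with an estimated correlation and fry. Results as large were counted over 100 splits of the 20 mice, the genotypes themselves included, with 1000 gene permutations in each.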

Results

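The study asked whether reduced Bnc2, which encodes a zinc finger transcription factor, alters liver fibrosis under a diet that provokes steatohepatitis. Liver RNA of 10 WT and 10 Bnc2 heterozygous mice was measured, and 22180 genes were compared. Array medians lay between 6.62 and 6.71 on the log2 scale. The first 2 principal components held 15.1% and 9.52% of the variance and did not separate the genotypes (permutation p = 0.547 and 0.558). The third held 9.44% (permutation p = 0.0192, adjusted over the 3 components 0.0575).

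Bnc2 itself did not differ on these arrays. Its level was 5.37 ± 0.25 in WT mice and 5.41 ± 0.13 in heterozygous mice (log2, SD, n = 10 each), a difference of 0.04 with an SE of 0.09 (limma p = 0.663, permutation p = 0.659). The 95% interval of the fold ran from 0.903 to 1.17. Bnc2 ranked at percentile 30.3 of all genes by level, and its single probe set was not placed against the gene trap here. By RT-qPCR the study reported lower Bnc2 in heterozygous livers, and it found less collagen staining there. The array value of Bnc2 does not check the genotype labels, on which the directions given here rest.

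Collagen I transcripts were lower in livers labelled heterozygous. Col1a1, the alpha 1 chain of the main fibrillar collagen of scar tissue, had a fold of 0.534 (95% interval 0.384 to 0.743), and Col1a2 had a fold of 0.589 (0.433 to 0.802). Col3a1, another fibrillar collagen, had a fold of 0.673 (0.491 to 0.921), and Loxl1, a lysyl oxidase that crosslinks elastin, one of 0.733 (0.592 to 0.907). Those 4 of the 8 panel genes passed when adjusted over the list alone (limma adjusted p = 0.00554, 0.00708, 0.0312 and 0.0168), and 0 passed over all genes tested. Loxl1 averaged 6.84 in WT and 6.39 in heterozygous mice, near background, since the 95th percentile of olfactory receptor genes was 6.99. Without 1 mouse 3 to 6 panel genes passed over the list alone. The Col3a1 call ended with one-tailed exact Mann-Whitney tests (adjusted p = 0.0701) and without WT replicates 2, 3 and 9 (0.0644, 0.0699 and 0.0624) or heterozygous replicates 5, 7 and 10 (0.0635, 0.0655 and 0.0682). Col5a1, Col5a2, Itga1 and Lama5 had folds of 0.947, 0.860, 0.904 and 0.954 and did not pass. The study measured this panel by RT-qPCR in the same diet experiment, so it is not independent evidence of direction. Averaged per mouse, the panel was 9.62 ± 0.27 in WT and 9.22 ± 0.26 in heterozygous mice (log2, SD, n = 10 each). The difference of -0.40 had an SE of 0.12 and a two-sided permutation p of 0.00338, and 10 of 10 heterozygous mice lay below the WT mean. Adjusted over the 63 lists, that p was 0.208.

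**Figure D1:**
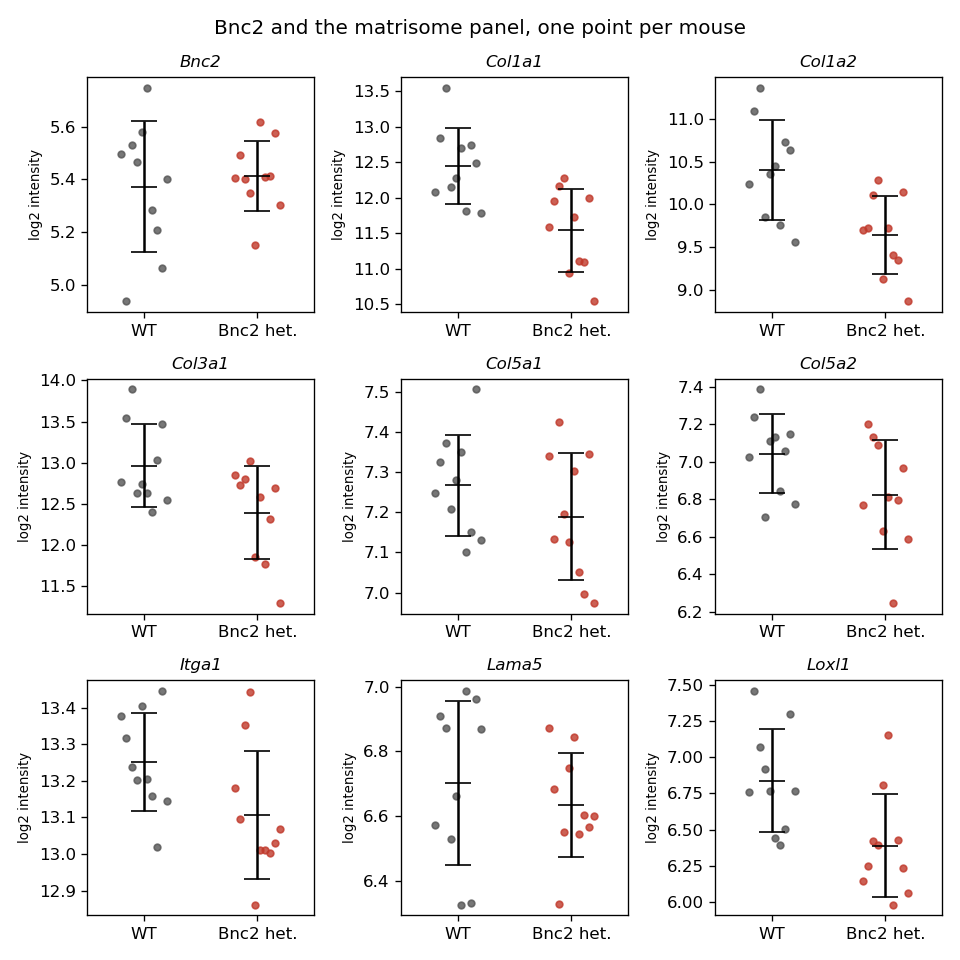
Log2 intensity of Bnc2 and the 8 matrisome panel genes, with 1 point per mouse for 10 WT and 10 Bnc2 heterozygous mice and bars for mean and SD. Col1a1 averaged 12.4 in WT and 11.5 in heterozygous mice, while Bnc2 averaged 5.37 and 5.41.

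No gene passed the adjusted threshold between genotypes. With limma, 0 of 22180 genes had an adjusted p under 0.05 and 0 under 0.1, and the smallest was 0.446. At an unadjusted p under 0.05 there were 806 genes lower and 616 higher in heterozygous mice, against 1109 that chance alone would give. That split depended on scaling, since centring arrays on their medians gave 627 lower and 836 higher. The genes named next did not pass and are those with the smallest unadjusted p. On the lower side stood Zfp36l2, an RNA-binding protein that promotes mRNA decay (fold 0.760), Slc7a11, the cystine transporter (0.579), and Ltbp2, a matrix protein of elastic fibres (0.682). Fbxo32, a ubiquitin ligase component, had a fold of 0.665, Lbh of 0.684, Cd300c2 of 0.709, Lyrm2 of 0.716, Apobec3 of 0.726, Mgat4a of 0.741 and Plgrkt of 0.816. On the higher side stood Slc22a7, an organic anion transporter (fold 1.82), Slc10a2, a bile acid transporter (1.67), and Cyp2c70, a bile acid hydroxylase of mice (1.25). Ppp4r4 had a fold of 1.48, Lonrf3 of 1.41, the ascorbate transporter Slc23a1 of 1.39, Acnat1 of 1.37, Camk1d of 1.31, Adam4 of 1.28 and Scly of 1.23. Their unadjusted p ran from 8.8e-05 for Adam4 to 0.000732 for Lonrf3. Slc7a11 (6.43) and Ltbp2 (6.90) in heterozygous mice averaged under the 95th percentile of olfactory receptor genes, 6.99. So did Slc22a7 (6.80) and Lonrf3 (6.62) in WT mice, which makes the folds of these genes uncertain.

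ECM lists were shifted to lower values in heterozygous mice by GSEA. In the ECM union list, 126 of 189 measured members were lower, 30 of them at an unadjusted p under 0.05 against 5 higher ones (NES = -2.43, adjusted p = 0.000767, the smallest the permutations gave). None of its members passed over the list alone or over all genes. The mean shift was -0.09, and the label permutation p was 0.0457 unadjusted and 0.208 adjusted. Collagens (28 of 44 lower, NES = -2.12) included Col15a1, a basement membrane collagen, at a fold of 0.732 and Col4a4 at 0.874, and 3 members passed over the list alone. ECM glycoproteins (50 of 66 lower, NES = -2.20) included Fbln2 at 0.822, Fgl2 at 0.739 and Aebp1 at 0.799, and 1 member, Ltbp2, passed over the list alone. ECM regulators (36 of 54 lower, NES = -2.05) included the cathepsin Ctss at 0.823, the heparanase Hpse at 0.824 and the metalloproteinase inhibitor Timp3 at 0.763, with 0 passing over the list alone. The mean shift of the collagens was -0.10, of the glycoproteins -0.11 and of the regulators -0.10. Proteoglycans did not pass (12 of 25 lower, NES = -1.30, adjusted p = 0.225), with Omd at a fold of 1.69, Spock1 at 1.14, Hspg2 at 0.879 and Dcn at 0.908. The Reactome set for ECM organization had 168 of 242 members lower (NES = -2.31), among them the integrin chain Itgb2 at 0.747, and Pdgfa in the other direction at 1.26. With an estimated correlation none of these calls held: adjusted p = 0.261 for the union, the glycoproteins and the Reactome set, 0.474 for collagens and 0.287 for regulators.

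Narrower Reactome matrix sets gave the same direction by GSEA. Many ECM lists share members, among them Col1a1 and Col1a2, so their calls are not independent. NES was -2.16 for collagen formation, -2.29 for assembly of collagen fibrils, -1.94 for degradation of the matrix, -2.45 for integrin interactions, -2.08 for elastic fibre formation and -1.79 for laminin interactions. Col1a1, Col1a2 and Col15a1 passed over the list alone in the sets for collagen formation and fibril assembly, and 0 members did in the other 4. The adjusted p was 0.0103 for laminin interactions and 0.000767 for the others. With an estimated correlation the adjusted p was 0.265, 0.265, 0.308, 0.261, 0.265 and 0.308 in that order.

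Lists of contractile and myofibroblast markers and of TGF-beta responsive genes were shifted the same way by GSEA, while quiescent stellate cell markers did not pass. Contractile and myofibroblast markers had 16 of 24 members lower (NES = -1.96, adjusted p = 0.00306, and adjusted p = 0.365 with an estimated correlation). Vim at a fold of 0.760, Pdgfra at 0.752, Thy1 at 0.748 and Crip1 at 0.822 were its 4 members at an unadjusted limma p under 0.05. The contractile genes Acta2 and Tagln of that list were not among them. TGF-beta responsive genes had 16 of 20 lower (NES = -1.93, adjusted p = 0.00343, and adjusted p = 0.261 with an estimated correlation). Among them Ltbp2 and Skil, a feedback inhibitor of the pathway at a fold of 0.793, passed over the list alone, and Junb (0.756) and Tgfbi (0.885) did not. The RT-qPCR panel as a list had a NES of -1.90 (adjusted p = 0.00273, and adjusted p = 0.261 with an estimated correlation). Quiescent stellate cell markers had 11 of 17 members lower (NES = -1.23, adjusted p = 0.297, and adjusted p = 0.457 with an estimated correlation). Their mean shift was -0.07, against -0.11 for the contractile list, and the lists were not tested against each other. Tcf21, a transcription factor, at 0.747 passed over the list alone, and Cygb (0.741), Adamtsl2 (0.758) and Colec10 (1.26) did not. YAP1 target genes did not pass either (19 of 22 lower, NES = -1.29, adjusted p = 0.233), although they did with preset camera (adjusted p = 0.0170) and without WT replicate 6 (0.0256), with Myof at 0.792 and Amotl1 at 0.882. Of the study's myofibroblast clusters, A had a NES of -2.08 (adjusted p = 0.000767) and B of -1.37 (adjusted p = 0.0205), and both were lost with an estimated correlation (adjusted p = 0.265 and 0.594). The call for cluster B was also lost without any of 11 single mice, and with quantile normalization (adjusted p = 0.0633), centred arrays (0.0644), genes at or above the median level (0.299) or preset camera (0.0777). Cluster C did not pass (365 of 737 lower, NES = -0.722).

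Genes induced by interferon gamma were shifted to lower values in heterozygous livers by GSEA, with 21 of 21 measured members lower (NES = -2.64, adjusted p = 0.000767). Ubd, a ubiquitin-like modifier, had a fold of 0.404 and Tap1, a peptide transporter for antigen presentation, one of 0.626. Both passed over the list alone, which Gbp3 (0.618) and Gbp8 (0.617) did not, and 0 passed over all genes. The list mean was 10.5 ± 0.65 in WT and 10.0 ± 0.40 in heterozygous mice (log2, SD, n = 10 each). The difference of -0.53 had an SE of 0.24 and a label permutation p of 0.0437, and 9 of 10 heterozygous mice lay below the WT mean. Adjusted, that p was 0.208, and the adjusted p with an estimated correlation was 0.261. T and NK cell markers were shifted the same way (17 of 23 lower, NES = -2.10, adjusted p = 0.000767, and adjusted p = 0.287 with an estimated correlation). Among these, Cd3g of the T cell receptor complex had a fold of 0.611, Cxcr6 of 0.732, Ctla4 of 0.826 and Cd8a of 0.819.

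Other immune lists were mostly shifted down by GSEA. Chemokines and inflammatory cytokines (NES = -2.34, adjusted p = 0.000767) included Ccl22 at 0.655 and Il1rn at 0.723, MHC class II genes (NES = -2.02, adjusted p = 0.00236) H2-Oa at 0.875 and H2-DMa at 0.729, type I interferon response genes (NES = -1.99, adjusted p = 0.000767) Zbp1 at 0.623, and Kupffer cell markers (NES = -1.77, adjusted p = 0.0119) Marco at 0.489 and Timd4 at 0.509. With an estimated correlation their adjusted p was 0.265, 0.265, 0.689 and 0.594. The type I interferon call was also lost without WT replicate 8 (adjusted p = 0.130), heterozygous replicate 10 (0.0777) or the 4 arrays of smallest spread (0.326), and the Kupffer cell call without heterozygous replicate 2 (0.0981), with genes at or above the median level (0.0607) or with ranking by moderated t (0.0781). The Reactome sets for interferon gamma signaling, chemokine receptors and TCR signaling had NES of -2.47, -1.96 and -2.03 (adjusted p = 0.000767, 0.00118 and 0.00118), and adjusted p = 0.261 each with an estimated correlation. Markers of recruited macrophages (NES = -1.47), dendritic cells (-1.47), B and plasma cells (-0.762) and neutrophils (-0.656) did not pass, nor did Reactome MHC class II antigen presentation (-1.01) and interferon alpha and beta signaling (1.05). The dendritic, B and plasma cell and neutrophil lists averaged 6.98, 6.13 and 6.26 in WT mice. These means lay under the 95th percentile of olfactory receptor genes, 6.99, so these lists could hardly show a change. Without 1 mouse, recruited macrophages passed in 5 cases and dendritic cells in 3. Neutrophils passed as lower without heterozygous replicate 3, whose neutrophil mean was 7.33 against 6.12 in the others.

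GSEA placed fatty acid synthesis and lipid droplets higher (16 of 24 members, NES = 1.91, adjusted p = 0.00236), with Gpam, which starts triglyceride synthesis, at a fold of 1.15 and Fasn, fatty acid synthase, at 1.60. Male-biased liver genes were placed higher (NES = 1.78, adjusted p = 0.0152), and Nudt7 at 1.71 and Mup20 at 1.33 passed over the list alone. The unfolded protein response (NES = 1.75, adjusted p = 0.0165), with the chaperone Hspa5 at 1.29, the cell cycle list (NES = 1.89, adjusted p = 0.00408), the Reactome mitotic cell cycle (NES = 1.65, adjusted p = 0.000893) and Reactome biological oxidations (NES = 2.37, adjusted p = 0.00088) were placed higher too. Without heterozygous replicate 2 the NES of the cell cycle list was 0.631 and those of the male-biased list, the unfolded protein response and the mitotic cell cycle did not pass either. Ranking by moderated t and preset camera each ended the calls for fatty acid synthesis and the cell cycle, and ranking by signal to noise those for male-biased genes and the unfolded protein response. With an estimated correlation these 6 had adjusted p = 0.594, 0.265, 0.632, 0.885, 0.719 and 0.265. Hepatocyte genes did not pass (NES = -1.29), with the gluconeogenic Pck1 at a fold of 0.668. Other lists that did not pass were acute phase (-1.39), cholesterol synthesis (0.969), fatty acid oxidation (-1.39), bile acid metabolism and transport (-1.25), female-biased liver genes (-1.22), NRF2 and xenobiotic genes (-1.21), sinusoidal endothelial markers (-1.41), and cholangiocyte and progenitor markers (-1.60). The same held for the circadian clock (-1.29), immediate early and heat shock genes (-1.41), red cell and platelet genes (-0.713), pancreas genes (-1.13), adipocyte genes (-0.745), sex chromosome check genes (-1.04) and Bnc2 neighbours (-0.830). Reactome sets that did not pass were cholesterol biosynthesis (1.04), fatty acid and ketone body metabolism (0.930), bile acid metabolism (1.24), respiratory electron transport (0.415), translation (-0.854) and the complement cascade (0.858). Mean shift and NES differed in sign for 4 lists, namely NRF2 and xenobiotic genes, adipocyte genes, myofibroblast cluster C and interferon alpha and beta signaling, and in 13 lists the median differed in sign from the NES, namely these 4 and proteoglycans, hepatocyte, acute phase, bile acid transport, and red cell genes and the Reactome sets for MHC class II, fatty acids, electron transport and complement.

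**Figure D2:**
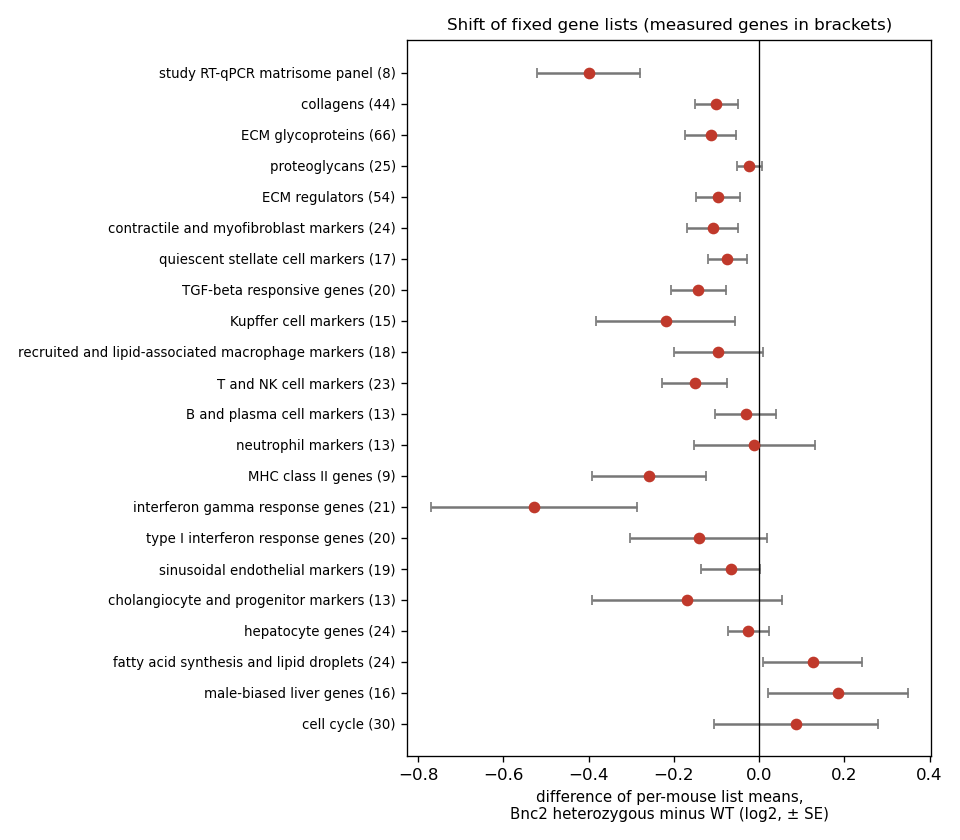
Difference of the per-mouse mean of 22 gene lists, heterozygous minus WT on the log2 scale, with the SE as bars and the number of measured genes in brackets. The interferon gamma list has the lowest value, -0.53, followed by the matrisome panel at -0.40.

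Of the 63 lists, some of which share members, GSEA placed 25 lower and 6 higher in heterozygous mice at an adjusted p under 0.05. Camera with a preset correlation placed 28 and 4. With an estimated correlation, permuted genotype labels or fry 0 lists passed, with smallest adjusted p of 0.261, 0.208 and 0.222, and 15 lists had an unadjusted label permutation p under 0.05. In 51 lists 0 members passed over the list alone. Those that did outside the lists described above were Slc7a11 among NRF2 genes, the lipase Lipe among adipocyte genes (fold 0.789), and Slc10a2 in the Reactome bile acid set.

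Over 702 Reactome sets, GSEA placed 98 lower and 49 higher in heterozygous mice. The higher count ran from 16 to 90 when leaving out 1 mouse at a time. Costimulation by the CD28 family, which acts in T cell activation, had the lowest NES (-2.55), and cytochrome P450 arranged by substrate type the highest (2.37). Camera with a preset correlation called 111 lower and 20 higher. With an estimated correlation it called 0, with a smallest adjusted p of 0.453, and permutation of the genotype labels called 0, with a smallest adjusted p of 0.105.

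DNA linked to the gene trap can differ between genotypes in a mixed background, so genes around Bnc2 on chromosome 4 were compared with the rest. Of 64 genes within 10 Mb, 5 had an unadjusted p under 0.05 (7.81%), against 6.41% of 22115 other genes (Fisher's exact test, odds ratio 1.24, p = 0.605). Within 20 Mb the share was 6.43% of 140 genes (p = 1).

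Across mice, Bnc2 was set against 3 list means within each genotype, 6 relations in all. In 10 WT mice Bnc2 and contractile markers gave Pearson's r = -0.746 (permutation p = 0.0143, adjusted 0.0858) and Spearman's rho = -0.709 (permutation p = 0.0268, adjusted 0.161). Without the 2 mice farthest from the median of Bnc2, r was -0.369 (permutation p = 0.372). Leaving out the extremes narrows the range of Bnc2, so that value cannot show whether the relation rested on those mice. In WT mice r was -0.610 for the ECM union (permutation p = 0.062) and -0.388 for T and NK markers (permutation p = 0.270), with rho of -0.515 and -0.406 (permutation p = 0.133 and 0.249). In heterozygous mice r was 0.498, 0.198 and -0.020 for ECM, contractile and T and NK lists (permutation p = 0.145, 0.583 and 0.957), with rho of 0.333, 0.139 and 0.042 (permutation p = 0.347, 0.706 and 0.918). None passed after adjustment. Bnc2 averaged 5.39, under the 95th percentile of olfactory receptor genes, 6.99, taken here as background. These relations may therefore not follow its transcript.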

Values the study reported

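The study fed 13 heterozygous and 12 WT mice the CDAA-HFSC diet for 7.5 weeks. Its enrichment analysis of the liver transcriptome used a matrisome list of 1028 genes and a list of 71 genes of human fibrotic liver.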

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

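Of 184 sets of 10 mice checked for a value far from the rest, 8 held one, and chance alone gives about 1 in 20. Among heterozygous mice, Ppp4r4 was 9.66 in replicate 7 against a mean of 8.97 in the others, and Fbxo32 was 7.90 in replicate 1 against 9.00. The YAP1 target mean was 8.69 in heterozygous replicate 10 against 8.97, and the neutrophil marker mean was 7.33 in heterozygous replicate 3 against 6.12. Among WT mice, the pancreas gene mean was 5.94 in replicate 2 against 5.11, and the complement cascade mean was 13.7 in replicate 9 against 13.1. The Reactome fatty acid and ketone body mean was 12.0 in WT replicate 6 against 12.2, and the respiratory electron transport mean was 13.48 in WT replicate 8 against 13.31.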

How the results depend on the processing

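Leaving out the 4 arrays of smallest spread (WT replicates 4 and 6, heterozygous replicates 9 and 10) and the list tests with a replicate block were chosen after the data were seen. The count of 0 genes past the threshold held under each alternative run, except that with the first principal component of the residuals as a covariate 1 gene passed, Slc10a2 (fold change 0.74 on the log2 scale, SE 0.11, limma adjusted p = 0.0236), a result singled out after its value was seen. That component is uncorrelated with genotype by construction, so it can change the error and not the difference. The difference of the matrisome panel mean kept its direction and an unadjusted p under 0.05 with other normalizations, filters, probe set choices, priors, weights and covariates, with the block and without the 4 arrays. It ran from -0.4255 with the brightest probe set per gene to -0.38 with centred arrays, and from -0.44 to -0.35 when leaving out 1 mouse at a time. With genes at or above the median level it was -0.45, a mean that lacks Lama5 and Loxl1. One-tailed exact Mann-Whitney tests passed 4 panel genes over the list alone as limma did, with Itga1 (adjusted p = 0.0355) in place of Col3a1 (0.0701). As a list adjusted over the 63, the panel passed by GSEA and not with an estimated correlation (adjusted p = 0.261), permuted labels (0.208) or fry (0.222). Without 1 mouse 3 to 6 panel genes passed over the list alone, with Col5a2 gained without WT replicate 4 (0.0492) and heterozygous replicates 2 and 3 (0.0415 and 0.0447), and Itga1 without heterozygous replicates 3 and 4 (0.0447 and 0.0272). The ECM lists kept direction and side of the threshold with other normalizations, filters, probe set choices, weights and rankings and without each mouse. The 5 that passed did not with 3 other set tests, which allow for correlation between genes or permute mice. Adjusted p for collagens, ECM glycoproteins, ECM regulators, the ECM union and the Reactome ECM set was 0.474, 0.261, 0.287, 0.261 and 0.261 with an estimated correlation in camera, 0.229, 0.240, 0.240, 0.208 and 0.208 with permuted genotype labels, and 0.420, 0.222, 0.243, 0.222 and 0.222 with fry. By those 3 tests 0 of the other fixed lists passed in either direction, against 20 lower and 6 higher by GSEA. Signal over background limits what can be said of Bnc2, whose level lay among those of olfactory receptor genes.

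Over all genes, the replicate numbers gave no clear sign of pairing the mice, in a check without a p-value. Deviations of same-numbered mice correlated above 0.1 in 4 of 10 pairs, from -0.172 to 0.166, and 2 of 10 WT mice correlated best with their own number. With the number as a replicate block 0 genes passed, and the panel difference stayed at -0.40 (p = 0.000718), with 5 panel genes passing over the list alone in place of 4. Ranks by mean difference, and so the GSEA values, cannot move under this balanced block. List tests that use the mice did move. With the block, lists lower in heterozygous mice numbered 5 with fry (the ECM union, the matrisome panel and the Reactome sets for ECM organization, collagen formation and fibril assembly), 4 with a linear model of list means (the panel, collagen formation, fibril assembly and matrix degradation), 1 with an estimated correlation in camera (fibril assembly) and 0 with labels swapped within numbers. Lists higher numbered 0 with each. Outside the ECM lists of the first paragraph these counts were 3, 4, 1 and 0. For collagens, ECM glycoproteins, ECM regulators, the ECM union and the Reactome ECM set, adjusted p with the block was 0.216, 0.145, 0.216, 0.0231 and 0.0231 with fry, 0.0827, 0.20, 0.299, 0.0827 and 0.0674 with the linear model, 0.266, 0.144, 0.259, 0.0526 and 0.0526 with camera, and 0.123, 0.208, 0.308, 0.123 and 0.123 with swapped labels. The panel had adjusted p = 0.0231, 0.0226, 0.0597 and 0.0820 in that order. For the NRF2, adipocyte, cluster C and interferon alpha and beta lists it was 0.645, 0.970, 0.970 and 0.761, 0.978, 0.978, 1.00 and 0.978, 0.617, 0.931, 0.938 and 0.754, and 0.976, 0.976, 1.00 and 0.976. The labels do not say what the numbers stand for. A batch or pairing that touched chiefly the ECM genes was not tested and stays open. List tests with the block were added after the data were seen, so their values do not replace those without the block. The chromosome 4 test was not run with the block, and relations within a genotype, which holds each number once, cannot take it.

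Reactome sets higher in heterozygous mice numbered 49, but 18 with signal to noise, 20 with preset camera and 0 with estimated correlation, where sets lower also numbered 0. Leaving out 1 mouse gave 16 to 90, with 31 without WT replicate 5, 16 without WT replicate 6, and 17, 27, 30, 84 and 90 without heterozygous replicates 2, 5, 7, 9 and 10. Without 1 mouse, other fixed lists placed higher numbered 2 to 6, with 2 without heterozygous replicate 2, and they numbered 8 without the 4 arrays. Genes at or above the median level gave 363 genes higher at an unadjusted p under 0.05. Without 1 mouse the difference of Bnc2 ran from -0.00857 to 0.082, and was below 0 without WT replicate 2. It was 0.092 without the 4 arrays. Without the 2 mice farthest from the median, Bnc2 against the ECM union in WT mice turned from -0.610 to 0.028, and against contractile markers went to -0.369. The cause of these changes was not tested. Without the 4 arrays 0 genes passed and the panel difference was -0.40 (p = 0.00951).

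Among calls for other lists, some were lost without 1 mouse, with these adjusted p. Cluster B was lost without WT replicates 1, 2, 3, 7, 9 and 10 (0.0565, 0.217, 0.194, 0.0638, 0.416 and 0.0878) and heterozygous replicates 4, 7, 8, 9 and 10 (0.0643, 0.0918, 0.0803, 0.165 and 0.286). The cell cycle list was lost without WT replicates 4, 6 and 8 (0.070, 0.531 and 0.0695) and heterozygous replicates 1, 2 and 3 (0.764, 0.971 and 0.300), and the mitotic cell cycle without WT replicate 6 (0.382) and heterozygous replicates 1 and 2 (0.0623 and 0.135). Type I interferon response genes were lost without WT replicate 8 (0.130) and heterozygous replicate 10 (0.0777), and Kupffer cells without heterozygous replicate 2 (0.0981). The unfolded protein response was lost without WT replicates 5 and 10 (0.0972 and 0.214) and heterozygous replicates 2 and 3 (0.0882 and 0.135), male-biased genes without WT replicate 7 (0.0781) and heterozygous replicate 2 (0.0657). Signal to noise lost male-biased genes (0.151) and the unfolded protein response (0.207), and moderated t lost Kupffer cells (0.0781), fatty acid synthesis (0.134) and the cell cycle (0.161). Preset camera lost fatty acid synthesis (0.136), the cell cycle (0.207) and cluster B (0.0777). Cluster B was lost with quantile normalization (0.0633), centred arrays (0.0644) and genes at or above the median level (0.299), which also lost Kupffer cells (0.0607). Without the 4 arrays type I interferon response genes were lost (NES = -1.18, adjusted p = 0.326). Lists that had not passed did so without 1 mouse, among them cholangiocyte markers in 8 cases, recruited macrophages in 5, fatty acid oxidation, dendritic cells, immediate early genes and endothelial markers in 3 each, acute phase and female-biased genes in 2 each, YAP1 targets and cluster C without WT replicate 6 (0.0256 each) and neutrophils without heterozygous replicate 3 (0.0112). Preset camera gained YAP1 targets (0.0170), recruited macrophages (0.0284), cholangiocyte markers (0.0330) and fatty acid oxidation (0.0174). Array weights gained cholangiocyte markers (0.0339), fatty acid oxidation (0.0351) and pancreas genes (0.0221). Cholangiocyte markers passed with centred arrays (0.0427) and signal to noise (0.0384), dendritic cells with the brightest probe set (0.0438) and fatty acid oxidation with moderated t (0.0127). Without the 4 arrays recruited macrophages (0.00842), cholangiocyte markers (0.00607), cholesterol synthesis (0.0408), Reactome cholesterol (0.0348), fatty acid oxidation (0.0128), the clock (0.0231) and pancreas genes (0.0282) passed.

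Lists that did not pass changed sign as follows. NES turned positive with quantile normalization for adipocyte genes (0.745) and cluster C (0.774). It did so with centred arrays for B and plasma cells (0.806), neutrophils (0.686), adipocyte genes (0.760), cluster C (0.866), Reactome MHC class II (0.859) and translation (0.700). Genes at or above the median level turned cluster C (0.749) and interferon alpha and beta signaling (-1.45). The brightest probe set turned B and plasma cells (0.768), adipocyte genes (0.870) and cluster C (0.787), and array weights turned these (0.841, 0.774 and 0.811) and red cell genes (0.633). Signal to noise turned B and plasma cells (0.787), neutrophils (0.824) and the clock (0.844). Moderated t turned neutrophils (0.801), hepatocyte genes (1.18), bile acid transport (1.36), interferon alpha and beta signaling (-0.860), fatty acid and ketone body metabolism (-0.887) and complement (-0.663). Without the 4 arrays, B and plasma cells (0.959), acute phase (1.26), NRF2 (1.25), red cell (0.625) and sex chromosome genes (0.700), MHC class II (0.842), fatty acid metabolism (-0.950) and translation (0.849) turned. For NRF2, adipocyte, cluster C and interferon alpha and beta lists, whose mean shift opposes the NES, adjusted p was 0.312, 0.837, 0.837 and 0.475 with preset camera, 0.713, 0.915, 0.957 and 0.713 with estimated correlation, 0.976, 0.966, 1.00 and 0.966 with permuted labels, and 0.709, 0.876, 0.963 and 0.709 with fry.

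Leaving out 1 mouse, NES of lists that did not pass ran from -1.44 to 1.13 for NRF2, -0.864 to 0.969 for adipocyte genes, -1.24 to 1.12 for cluster C, -0.711 to 0.971 for electron transport, -1.15 to 0.965 for B and plasma cells, -1.78 to 1.09 for neutrophils and -1.06 to 1.38 for cholesterol synthesis. It ran from -1.57 to 0.918 for pancreas genes, -1.25 to 0.996 for translation, -1.12 to 0.848 for red cell genes, -1.78 to 1.51 for female-biased genes, -1.50 to 1.22 for bile acid transport and -1.67 to 1.01 for acute phase genes. The range was -0.744 to 1.39 for Reactome cholesterol, -1.03 to 1.15 for fatty acid metabolism, -1.01 to 1.55 for complement, -1.75 to 0.950 for immediate early genes, -0.894 to 1.26 for interferon alpha and beta, -1.18 to 1.39 for Reactome bile acids, -1.61 to 0.894 for the clock and -1.27 to 1.22 for MHC class II.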

Other observations

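Interferon gamma response genes followed T and NK cell markers from mouse to mouse, while the collagen panel gave r near 0 with the interferon gamma list. These 4 relations were computed after the data were seen. Across 10 WT mice the T and NK list and the interferon gamma list gave r = 0.860 (permutation p = 0.00117, adjusted 0.00468) and rho = 0.855 (permutation p = 0.00278), with r = 0.743 without the 2 mice farthest from the median. Across 10 heterozygous mice r was 0.728 (permutation p = 0.0157, adjusted 0.0314) and rho 0.782 (permutation p = 0.0104), with r = 0.580 without 2 mice. The matrisome panel and the interferon gamma list gave r = -0.102 in WT and 0.153 in heterozygous mice (permutation p = 0.773 and 0.674), with rho of 0.176 and 0.127 (permutation p = 0.634 and 0.734) and r of 0.319 and 0.101 without 2 mice.

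The split counts for the ECM and interferon gamma lists below were chosen after their label permutation values had been seen, and the tests of array quality and of non-parenchymal cells, and the values without 1 mouse, after values they rest on had been seen. The remaining tests were chosen before their own outcome was seen, but after the main fit, the list tests and the label permutations had been run. The lower ECM genes remained open to chance, since in 9 of 100 splits of the 20 mice, the genotypes themselves included, the ECM union had an absolute NES of at least 2.43, the value of the genotypes, with 2.85 the highest other. The panel difference was -0.40 without the 4 arrays of smallest spread (permutation p = 0.00951), -0.40 with array weights (linear model p = 0.00367) and -0.39 with quantile normalization (permutation p = 0.0035). Those settings changed the call or sign of 16, 7 and 3 other lists. Spread of values did not differ between genotypes (-0.00176, permutation p = 0.916), which argues against spread as the whole cause. For the same reason leaving arrays out by spread could hardly move the difference, so other sides of array quality stay open. A loss of non-parenchymal cells of all kinds stays open. The panel shift lay below that of each of 4 such lists above the 95th percentile of olfactory receptor genes. The difference passed for recruited macrophages (-0.30, permutation p adjusted over the 4 lists 0.0383) and endothelial markers (-0.33, 0.0494). It did not pass for Kupffer cells (-0.18, 0.393) or cholangiocytes (-0.23, 0.353). The smallest adjusted p ran from 0.0112 to 0.0783 without 1 mouse. It was at or over 0.05 without WT replicates 2, 3, 4, 5, 6, 8 and 9 or heterozygous replicates 5, 7 and 10. With the interferon gamma mean as a covariate the panel difference was -0.40 (SE 0.14, linear model p = 0.0102, and 0.00551 to 0.0457 without 1 mouse). Within each genotype the panel gave r near 0 with that mean, so the covariate could hardly move the difference. These values argue against a milder interferon gamma response as the whole cause. Milder inflammation as a whole stays open, since that list is only a part of it. Fewer or less active collagen-producing cells in heterozygous mice may account for the pattern. These arrays cannot separate that hypothesis from chance, array quality, milder inflammation or a loss of several cell types.

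Chance was not excluded for the lower interferon gamma genes either, as 16 of 100 splits, the genotypes included, gave an absolute NES as large as 2.63, with 2.85 the highest other. The difference of medians was 89.3% of the difference of means, which argues against a single extreme mouse. That ratio cannot exclude a subgroup of several mice, since medians move with it too. The list mean ran from 10.97 to 11.57 in WT replicates 4, 5, 6 and 8, above the highest heterozygous value of 10.6. In the remaining WT mice it ran from 9.71 to 10.56, within the heterozygous range of 9.29 to 10.6. A few mice with high values therefore stay open as a cause. A candidate explanation is fewer T and NK cells, as 26.6% of the difference was left with their list as a covariate (-0.14, SE 0.16, p = 0.394), although the mean of that list in WT mice, 6.41, lay under the 95th percentile of olfactory receptor genes, 6.99. The reverse order, in which less interferon gamma response goes with fewer such cells, stays open.

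That Bnc2 was not lower may reflect a signal near background, since its mean of 5.39 lay at percentile 68.4 of 1105 olfactory receptor genes, whose median was 4.96. Where its probes lie relative to the gene trap was not tested.

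Calls over many genes or sets were within what other groupings of these mice gave. In 18 of 100 splits, the genotypes included, at least 1422 genes had an unadjusted p under 0.05, with 3485 the highest other, and in 24 of 100, counted alike, GSEA called at least 134 Reactome sets, with 378 the highest other. The split with 3485 genes may follow a structure among the mice other than genotype, since 38.5% of the variance of the first principal component lay between its sides, against 2.03% between genotypes. Probe sets outside the gene tests, 17634 in number, gave 0 past an adjusted p of 0.05 by limma and 941 at an unadjusted p under 0.05.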
